A study of Mus musculus with 8 samples. Its data were reported in "Strain-specific changes in nucleus accumbens transcriptome and motivation for palatable food reward in mice exposed to maternal separation" (2023).

How the data were processed

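Gene expression was measured in micropunches of the nucleus accumbens (NAc), a ventral striatal region involved in motivation, from male C3H/HeN mice. In the maternal separation (MS) group, pups were taken from their dams each day from postnatal day 2 to postnatal day 14, and the dams were meanwhile exposed to unpredictable stress. Control litters stayed with their dams, and weaning was on postnatal day 21 in both groups. There were 4 MS and 4 control mice, and 1 array per mouse. Cy3-labelled cRNA was made from 40 ng of total RNA and hybridised on Agilent mouse arrays, all on 1 slide read in 1 scan. The array design named in the headers differs from the one in the methods of the study, and probe names and coordinates are those of the headers. The slide held 2 control and 2 MS arrays in each row and 1 of each in each column.

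The scanner files deposited by the authors hold intensity values per spot on a linear scale, made with Agilent Feature Extraction 10.10.1.1, which subtracted the local background and gave a processed signal. The authors also deposited a table of log2 values for 31261 probes, all of which matched a probe of the scanner files. Set against the scanner files, this table followed the log2 mean signal with correlations of at least 0.9997 across probes within each array and slopes from 0.983 to 1.02. Its scale is therefore log2 without background subtraction, its genes were not centred, and its values are levels and not ratios, so that the direction between groups is that of the levels. The median of every deposited column was 8.01. Its scale, centring and direction were thus settled, but the normalization between arrays and the filter behind it are not given in the sources used here. Of its probes, 29267 were well above background on all 8 arrays. The array headers give genome build mm9, which is the build of all coordinates printed. The submitters' processing notes name limma, with no version.

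Control spots and spots with outlier flags (122 to 189 per array) were left out, and spots of the same probe were averaged. The array holds 55681 probes other than controls, and 24 of them had no value on at least 1 array and were not tested. No probe was saturated. Of all probes, 27235 were named by accession through the RefSeq gene table of assembly GRCm38.p6, which was used for names alone, 3581 by current symbol and 565 by an older symbol that was updated, while 24300 kept the name of the array design. The log2 processed signal minus the 75th percentile of each array was the expression value. Probes well above background on at least 4 of the 8 arrays, whatever their group, were tested, which left 33111 probes and 21480 named genes. A gene with several probes was represented by the probe with the highest mean level. Of 105 named genes, 29 had other tested probes, and in 2 of them (Otx2 and Mbp) another probe had the opposite sign. A probe that was not well above background on any array of a group has a bound only. For it, the mean of the brighter group was set against the mean, over arrays of the dimmer group, of the higher of its own value and the lowest value well above background.

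Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and adjusted p-values are Benjamini-Hochberg values over all probes tested, with a threshold of 0.05. Differences are MS minus control on the log2 scale, with the standard error (SE) of the fit. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 25 lists. Camera compares a list with all other genes. It was repeated with a correlation estimated from the data, and limma's fry was run beside it, whose p tests whether the genes of a list move on balance in 1 direction and whose mixed p tests for change in either direction. Neither of these compares the list with other genes. A list score per mouse was the mean, over members, of the level minus its mean over the 8 arrays, and was compared by an exact two-sided permutation test over 70 arrangements, whose smallest possible p is 0.0286. The lists covered medium spiny neurons, ventral pallidum and globus pallidus neurons, cholinergic neurons, septum neurons, hypothalamus and preoptic neurons, cortical excitatory neurons, interneurons, astrocytes, subcortical astrocytes, oligodendrocytes, their precursors, microglia, blood vessels, choroid plexus and ependyma, blood cells, immediate early genes, GABA transmission, glutamate transmission, dopamine signalling, opioid and feeding peptides, glucocorticoid response and the CRH system, MHC class I presentation, glutathione metabolism, housekeeping genes and sex-linked genes.

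The design, the lists, the rule for named genes and all alternatives but 1 were fixed before the data were examined, although after the study and its list of changed genes had been read, so each list was also tested without the genes of that list. The rule took genes with a usual symbol that passed the threshold with no overlap between groups (up to 12 falls and 8 rises, where 1 gene qualified), 8 genes that the study discusses, up to 4 members of each list with the smallest p, sex-linked genes and textbook markers of cell types. The result of 1 gene named by this rule is not reported here. Alternatives were normexp background correction (offset 50), quantile normalization, scaling to the median, no filter or a strict filter on dim probes, the deposited table, the row or column of the slide as a block, the first part of the animal number as a random block (statmod 1.5.0), array weights, a variance trend with robust moderation, the mean over the probes of a gene, thresholds of 0.01 and 0.10, and each mouse left out in turn. The deposited table with all of its probes was added after the data had been seen. Software also included Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

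The method was tested on simulated data with the variances of these 33111 probes and 200 changed probes. For MS against control, 31.0% of 100 probes changed by 0.5 and 88.0% of 100 probes changed by 1 on the log2 scale were called, with 6 unchanged probes among 125 calls and 0 calls in limma when no probe was changed. The number of arrays limits the precision, and each mouse counts as 1 replicate.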

Results

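The arrays compared gene expression in the adult nucleus accumbens of male C3H/HeN mice with and without maternal separation in early life. The mice had first done an operant task for sweetened milk, in which the paper reports more lever presses after MS. They were also fasted before sampling. The paper names fasting and a different exposure to palatable food as possible contributors, and the arrays cannot separate these from early separation. Between 57.3% and 69.7% of probes were well above background, with 61.3 ± 5.75% (SD, n = 4) in controls and 59.4 ± 1.55% (SD, n = 4) in MS mice (exact permutation test, two-sided p = 0.83). The 75th percentile of the signal was 356 ± 61.2 in controls and 369 ± 33.2 in MS mice (SD, n = 4, exact permutation p = 0.714). The control array with the highest share of probes above background was replicate 4. Of the sex-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty were tested and none passed the threshold of limma, with log2 differences of -0.06, 0.10, 0.57 and 0.06. Kdm5d was well above background on 2 control arrays and 4 MS arrays. Xist was not tested, since it did not pass the filter on dim probes.

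Lhx5, a LIM homeobox transcription factor of the forebrain, was the only gene of 21480 that differed between groups at the threshold (limma adjusted p = 0.00744). Its probe (mm9 chromosome 5, 120891144 to 120891203) was well above background on 4 of 4 control arrays and on 0 MS arrays, so its level was at least 2.88-fold higher in controls after background subtraction. The log2 difference was -0.68 with normexp and -0.92 in the deposited values for Lhx5, where the background is treated otherwise. It was 1 of 33111 probes, and 0 probes were higher in MS mice at the threshold of limma. The next probes had adjusted p-values from 0.0535, and 60 probes lay below 0.07. Without adjustment, 4654 probes had p under 0.05 where 1656 were due by chance. In 2870 probes (8.67%) the 4 control and 4 MS values did not overlap, against 2.86% by chance, and 1625 of these were lower in MS mice. The count of probes depended on the processing. It was 484 with normexp background correction, 504 with a variance trend and robust moderation, 375 with the deposited values, 81 with median scaling, 1 with the slide row as a block and 0 with the slide column as a block, where 4080 probes had p under 0.05 in limma without adjustment. Lhx5 itself missed the threshold with the slide column as a block (limma adjusted p = 0.146, range over alternatives 0.000466 to 0.146), without the filter on dim probes (0.0621), and without control replicate 2 or MS replicate 1, 2 or 4 (0.0589 to 0.0750). A column block leaves fewer degrees of freedom for the error, so its 0 calls alone do not show an effect of slide position. Of the 375 probes called on the deposited values, 375 had the same direction and p under 0.05 without adjustment in the fit reported here.

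Several other genes had large differences but did not pass the threshold. Etnppl, an ethanolamine-phosphate lyase of astrocytes (mm9 chromosome 3, 130338517 to 130338576), had a log2 level of 0.78 ± 0.43 in controls and -1.68 ± 0.50 in MS mice (SD, n = 4), a difference of -2.45 (SE 0.28, limma adjusted p = 0.0601). Agt, the precursor of angiotensins (mm9 chromosome 8, 127083142 to 127083201), differed by -1.999 (SE 0.26, adjusted p = 0.0633). Sparc, a secreted matrix protein, differed by -0.88 (SE 0.09, adjusted p = 0.0535), and Itih3 by -1.27 (SE 0.14, adjusted p = 0.0601). The difference was -1.77 (SE 0.26, adjusted p = 0.0633) for Igsf1, a membrane glycoprotein of the immunoglobulin superfamily, and -2.26 (SE 0.36, adjusted p = 0.0709) for Npas1, a transcription factor of pallidal neurons. Sostdc1 was well above background on 4 control arrays and on 0 MS arrays, so that it was at least 3.96-fold higher in controls (adjusted p = 0.0633). Pnoc, the nociceptin precursor, differed by -1.69 (SE 0.39, adjusted p = 0.129), Pvalb by -2.07 (SE 0.50, adjusted p = 0.145) and Gnas, the stimulatory G protein subunit, by -0.37 (SE 0.09, adjusted p = 0.151). Angpt2, a ligand of the Tek receptor, differed by 0.92 (SE 0.18, adjusted p = 0.101) and Fosl2, an AP-1 subunit, by 0.67 (SE 0.15, adjusted p = 0.130). In these 12 genes the values of the groups did not overlap, apart from Fosl2. Some sizes depended on the processing, since with normexp the difference was -1.30 for Agt, -1.43 for Npas1, 0.53 for Angpt2 and -0.69 for Sostdc1. Others depended on the probe. The mean over the probes of a gene was -1.24 for Gnas, which had 2 other probes, and 0.33 for Fosl2, which had 1. The Gnas probe used here was not called with the deposited values. The probe of Gnas in the list of the study may be another one. With all 8 mice kept, Agt, Igsf1 and Npas1 passed the threshold in 7 of 12 alternatives each, Etnppl in 8, Pvalb and Pnoc in 2 and Gnas in 1. The genes Agt, Igsf1, Gnas, Pnoc, Npas1, Pvalb, Fosl2 and Angpt2 were named because the study discusses them, and Lhx5, Etnppl, Sparc, Itih3 and Sostdc1 are in its list of changed genes, so none of these differences is independent evidence.

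**Figure D1:**
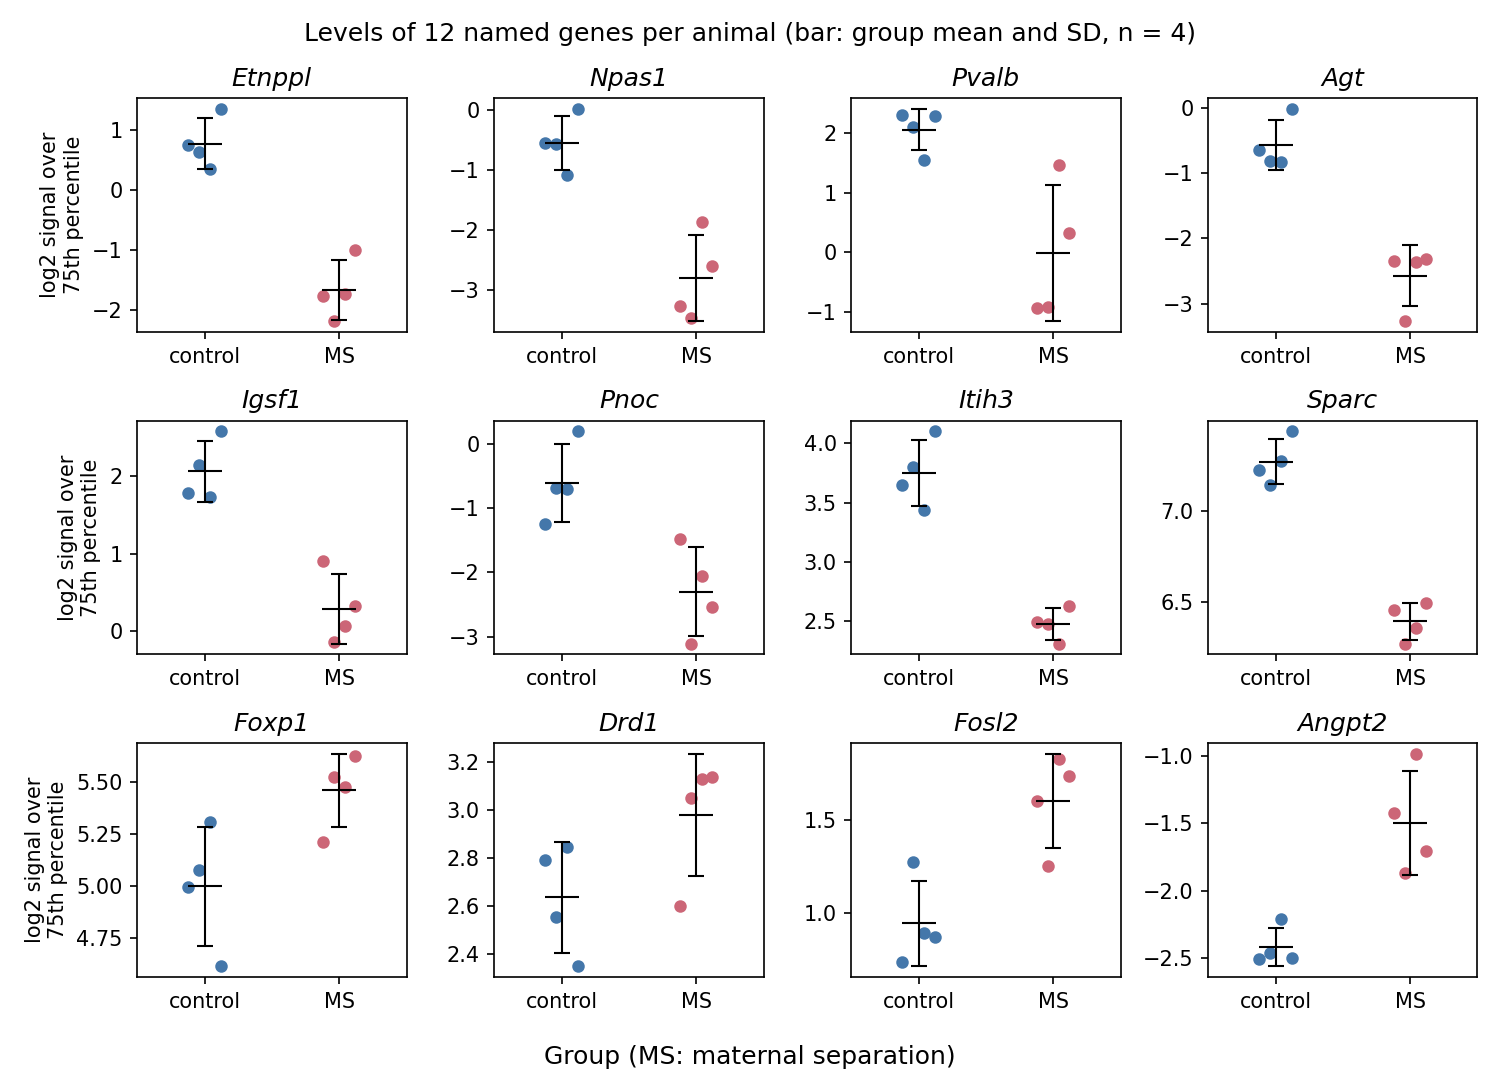
Log2 level over the 75th percentile of each array (y axis) for 12 named genes in control and MS mice (x axis), with points for mice and bars for the group mean and SD (n = 4). Npas1 averaged -0.55 in controls and -2.81 in MS mice, whereas Drd1 averaged 2.63 and 2.98.

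Genes of medium spiny neurons, the main cell type of the NAc, ranked higher in MS mice as a list, and genes typical of pallidal, hypothalamic and cholinergic neurons ranked lower. Of 25 lists, 13 passed with the preset correlation of camera, 9 of these also in fry, and 0 of limma's camera calls held with an estimated correlation. All 29 tested medium spiny neuron genes had a positive difference, with a median of 0.35 (camera adjusted p = 5.55e-11, but adjusted p = 0.260 with an estimated correlation). Among them were Foxp1 (0.46, SE 0.15), Rarb (0.33, SE 0.10), Gng7 (0.32, SE 0.11), Meis2 (0.28, SE 0.09), Drd1 (0.34, SE 0.15), Drd2 (0.28, SE 0.17) and Ppp1r1b (0.24, SE 0.16), and 0 of the 29 passed over all probes or adjusted over the list alone. Without control replicate 4 the difference was 0.15 for Drd2 and 0.08 for Ppp1r1b. The score of this list was -0.17 ± 0.25 in controls and 0.17 ± 0.11 in MS mice (SD, n = 4, exact permutation p = 0.0571), and control replicate 4 had the lowest score, -0.52. Its difference was 0.21 and 0.47 within the rows of the slide, and within the columns it was 0.36, -0.07, 0.33 and 0.71. Of 21 tested genes of ventral and globus pallidus neurons, 17 had a negative difference, with a median of -0.92 (camera adjusted p = 6.64e-10, adjusted p = 0.227 with an estimated correlation). Examples were Lhx8 (-0.92, SE 0.15), Vamp1 (-1.24, SE 0.23) and Kcnc2 (-1.45, SE 0.29). None passed over all probes, while 15 were lower and 1 higher adjusted over the list alone. Since 14 of the 21 are in the list of changed genes of the study, that count is not independent evidence, and without them the camera adjusted p was 0.127. The score of this list differed by -1.24 and -0.63 within the rows of the slide and by -0.54 to -1.48 within its columns. The hypothalamus and preoptic list had 15 of 17 genes with a negative difference (camera adjusted p = 4.87e-07, adjusted p = 0.254 with an estimated correlation), 1 of them, Lhx5, passing over all probes and 8 adjusted over the list alone, and it included Resp18 (-1.13, SE 0.22), Nap1l5 (-0.67, SE 0.13) and Gpr101 (-0.61, SE 0.14). Of the cholinergic list, 9 of 9 genes were lower in sign (camera adjusted p = 9.12e-05, adjusted p = 0.254 with an estimated correlation), with Ache (-0.55, SE 0.08), the acetylcholine-degrading enzyme, among the 3 that passed adjusted over the list alone. The other 2, Lhx8 and Gbx2, are also in the pallidal list, while the defining markers Chat (-0.13, SE 0.13), Slc18a3 (-0.13, SE 0.12) and Slc5a7 (-0.09, SE 0.10) differed little, so the cholinergic call is in part the pallidal one. Foxp1, Resp18, Nap1l5, Gpr101 and Ache are also in the list of the study. The Foxp1 probe used here passed in 0 of 12 alternatives with all mice kept. Within the rows of the slide the hypothalamic score differed by -0.42 and -0.90 and the cholinergic score by -0.76 and -0.29. With the slide row as a block, limma's camera gave an adjusted p of 5.08e-10 for medium spiny neurons, 1.10e-09 for pallidum and 2.23e-13 for subcortical astrocytes, and no list lost its call.

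**Figure D2:**
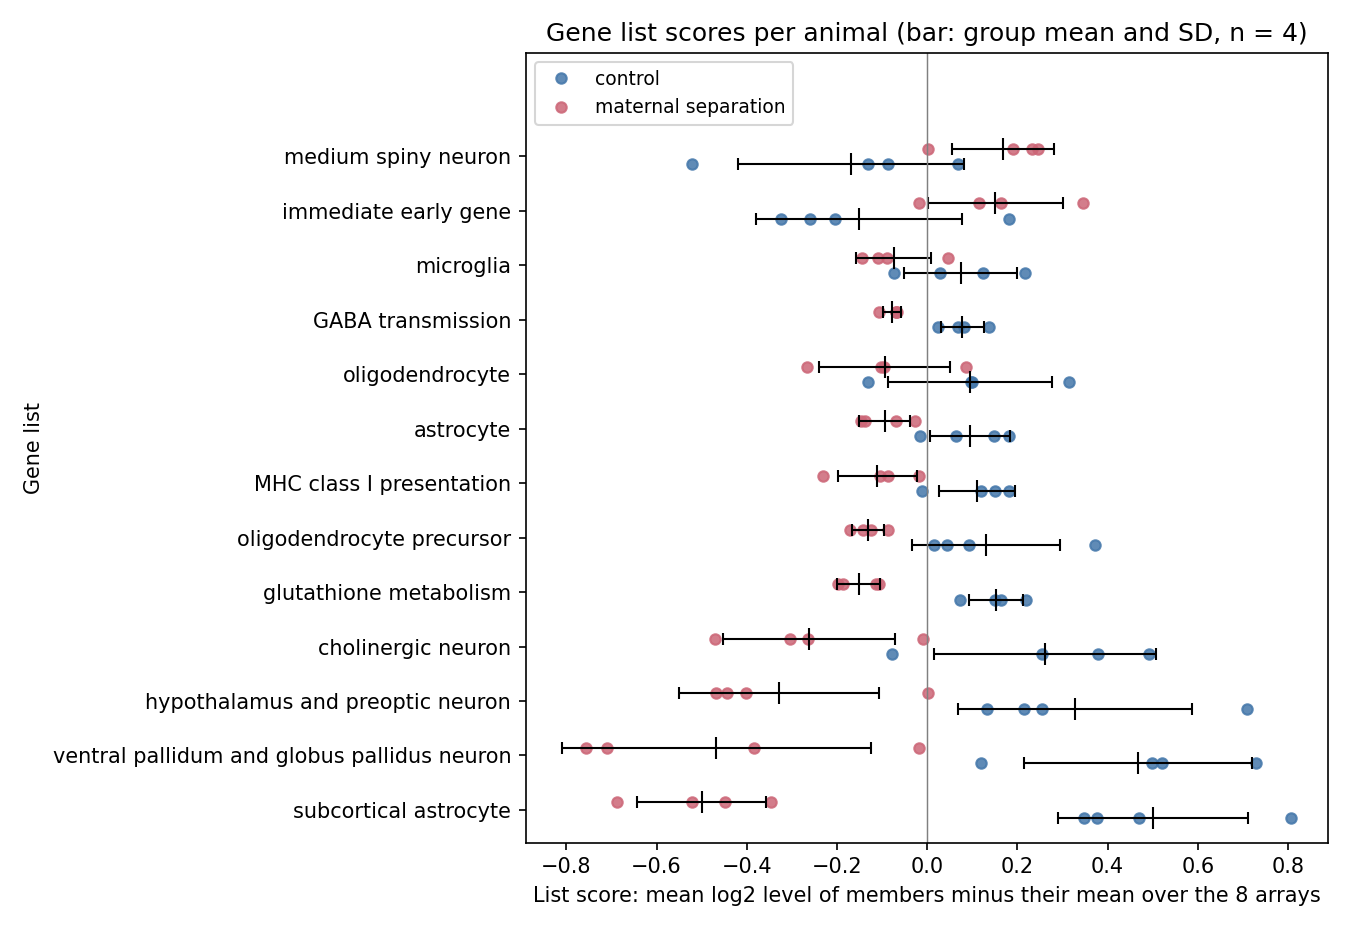
List score per mouse (x axis, log2 units) for the 13 gene lists with camera adjusted p under 0.05 (y axis), with points for mice and bars for the group mean and SD (n = 4). The subcortical astrocyte scores of the 4 MS mice lay from -0.69 to -0.35 and those of the 4 control mice from 0.35 to 0.81.

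Glial lists ranked lower in MS mice. In the subcortical astrocyte list, 10 of 10 genes had a negative difference, with a median of -0.77 (camera adjusted p = 4.87e-14, adjusted p = 0.135 with an estimated correlation), and 10 passed adjusted over the list alone and 0 over all probes, although 8 of the 10 are in the list of the study and are not independent evidence. Within the rows of the slide its score differed by -0.98 and -1.03. The general astrocyte list had 13 of 17 genes lower in sign (camera adjusted p = 3.62e-04, adjusted p = 0.254 with an estimated correlation, 3 lower adjusted over the list alone), with Ednrb at -0.61 (SE 0.12), Ntsr2 at -0.42 (SE 0.09) and Gfap at -0.66 (SE 0.22). Of oligodendrocyte genes 14 of 15 were lower in sign, with Mag at -0.25 (SE 0.12) and Mbp at -0.23 (SE 0.18), and 0 passed adjusted over the list alone (camera adjusted p = 0.00228, adjusted p = 0.506 with an estimated correlation). Within the rows of the slide the oligodendrocyte score differed by 0.01 and -0.39, so its direction was not the same in both, while it differed by -0.17 and -0.21 for general astrocytes, -0.14 and -0.38 for precursors, and -0.15 and -0.14 for microglia. Within the columns the microglial score differed by -0.21, -0.33, 0.12 and -0.17 and the oligodendrocyte score by 0.04, -0.01, -0.36 and -0.42, so these directions were not the same in all columns. Of the genes of their precursors 7 of 8 were lower in sign, with C1ql1 at -0.53 (SE 0.09) and Olig1 at -0.31 (SE 0.08), and 4 passed adjusted over the list alone (camera adjusted p = 3.62e-04, adjusted p = 0.254 with an estimated correlation). Microglial genes were lower in sign in 12 of 14 cases, with Ctss at -0.31 (SE 0.10) and Cx3cr1 at -0.12 (SE 0.11), and 0 passed adjusted over the list alone (camera adjusted p = 0.00327, adjusted p = 0.474 with an estimated correlation). Ednrb, Ntsr2 and C1ql1 are in the list of the study. With 1 mouse left out Mbp ranged from -0.37 (control replicate 1) to -0.14 (MS replicate 3), and Cx3cr1 was -0.04 without control replicate 3 and -0.06 without MS replicate 2. Mbp is uncertain, since 2 other probes of it had the opposite sign, and the microglial call was lost without control replicate 3 (limma adjusted p = 0.0642). The blood vessel list was not called (12 of 15 genes higher in sign, 2 higher adjusted over the list alone, camera adjusted p = 0.0800). By limma's camera adjusted p, the lists were not called of interneurons (10 of 14 lower in sign, 3 lower adjusted over the list alone, adjusted p = 0.109), choroid plexus and ependyma (6 of 11 lower in sign, 1 lower adjusted over the list alone, adjusted p = 0.138), septum (4 of 8 lower in sign, 2 lower adjusted over the list alone, adjusted p = 0.402), blood cells (6 of 7 lower in sign, adjusted p = 0.536) and cortical excitatory neurons (4 of 9 lower in sign, adjusted p = 0.602). Slc17a7 and Ttr were not tested because their probes did not pass the filter.

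Among functional lists, immediate early genes ranked higher, and glutathione, MHC class I and GABA genes ranked lower. Whether the operant task or fasting before sampling bears on the immediate early genes was not tested. Of 16 immediate early genes 12 had a positive difference (camera adjusted p = 4.47e-05, adjusted p = 0.254 with an estimated correlation), with Egr4 at 0.48 (SE 0.11), Egr1 at 0.49 (SE 0.16) and Fosl2 as above, 0 passing over all probes and 2 adjusted over the list alone. Of 17 glutathione genes 13 were lower in sign, including Gsta4 (-0.56, SE 0.10), Gstt3 (-0.67, SE 0.12) and Gsto1 (-0.39, SE 0.08), with 7 adjusted over the list alone and 0 over all probes (camera adjusted p = 7.52e-06, adjusted p = 0.0758 with an estimated correlation). Of 10 MHC class I presentation genes 9 were lower in sign, including H2-M3 (-0.66, SE 0.12) and the immunoproteasome subunit Psmb10 (-0.42, SE 0.10), with 3 adjusted over the list alone (camera adjusted p = 1.68e-04, adjusted p = 0.227 with an estimated correlation). In the GABA list 16 of 22 genes were lower in sign, with the transporter Slc6a11 at -1.01 (SE 0.20) and the receptor subunit Gabrb2 at -0.41 (SE 0.08), and 4 were lower adjusted over the list alone (camera adjusted p = 0.00969, adjusted p = 0.254 with an estimated correlation). The call of the GABA list was lost without the genes of the study, at an adjusted p of 0.219 in limma's camera, and without MS replicate 1, at 0.0797. Within the rows of the slide the scores differed by 0.12 and 0.49 for immediate early genes, -0.27 and -0.34 for glutathione, -0.18 and -0.26 for MHC class I and -0.16 and -0.15 for GABA genes. Of these genes, Fosl2, Egr4, Gsta4, Gstt3, Gsto1, H2-M3, Psmb10, Slc6a11 and Gabrb2 are in the list of the study and are not independent evidence. Glutamate transmission genes split, with 18 of 30 higher in sign, a median of 0.05 but a mean of -0.24, and a camera direction of lower (adjusted p = 0.536), and 0 passed over all probes and 5 were lower adjusted over the list alone. Those 5 are in the list of the study and include the receptor subunits Grin2d (-1.38, SE 0.20), Grin3a (-0.91, SE 0.16) and Grik1 (-1.24, SE 0.22) and the transporter Slc1a6 (-0.71, SE 0.11), although with normexp the difference was -0.47 for Grin2d and -0.70 for Grik1. Of 22 dopamine signalling genes 14 were higher in sign (camera adjusted p = 0.158), with the receptor Drd3 at 0.41 (SE 0.09) and the degrading enzyme Maoa at -0.39 (SE 0.08), and 1 was higher and 3 lower adjusted over the list alone. The housekeeping list had an adjusted p of 0.606 in limma's camera and the sex-linked list 0.402. The exact permutation p of the list score was at 0.0286, the smallest that 70 arrangements allow, for 11 of the 25 lists, which gave an adjusted p of 0.0649, so this test had little room to pass a list after adjustment.

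**Figure D3:**
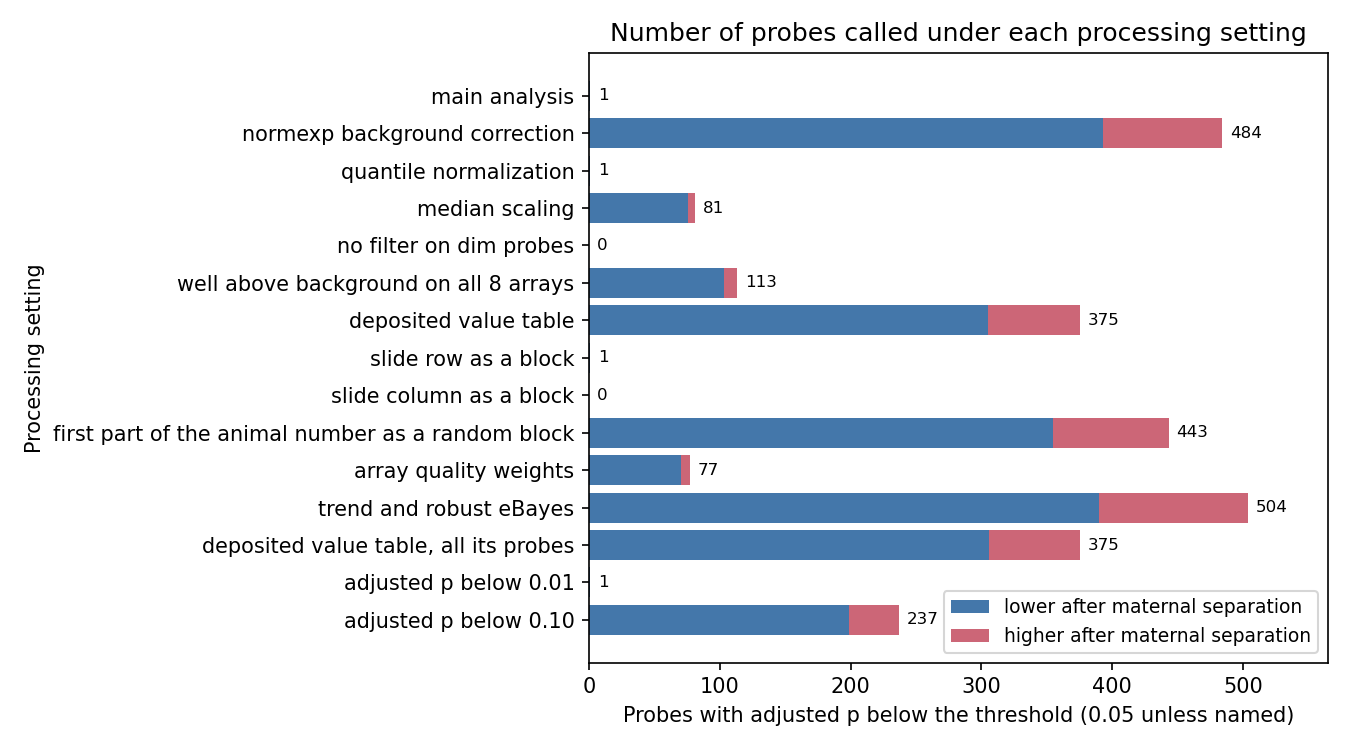
Number of probes past the threshold (x axis) under each processing setting (y axis), split into probes lower and higher in MS mice. The bars run from 0 without a filter on dim probes to 504 with a variance trend and robust moderation, of which 390 were lower and 114 higher.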

Values the study reported

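The study counted 375 differentially expressed genes in the nucleus accumbens of C3H/HeN males at a false discovery rate of 0.05, of which 306 were lower and 69 higher after maternal separation. It found none in the medial prefrontal cortex or the hypothalamus, which were not analysed here. It analysed 84 genes by quantitative PCR, with a Spearman rho of 0.754 against the microarray. It reported most of these genes as significantly different between MS and control males by that method.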

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

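The count of splits with a variance trend and robust moderation was chosen only after the result was seen, and the tissue pattern was taken up knowing the list of genes that the study published and the brightness of control replicate 4. Of 264 groups of 4 mice that were examined, 15 had a mouse far from the other members of its group. Chance gives about 1 in 20 groups, which is 13.2 here, so the number is close to chance. MS replicate 1 was the mouse apart in 7 of them. Its score was 0.002 for the hypothalamus and preoptic list (others -0.468 to -0.402), 0.031 for choroid plexus and ependyma (others -0.325 to -0.281) and -0.108 for GABA transmission (others -0.070 to -0.067). Its log2 level was 6.293 for Gng7, 5.301 for Trf, 4.409 for Hprt and 2.599 for Drd1, where the other MS mice lay from 3.052 to 3.138 for Drd1. MS replicate 2 stood apart with a blood vessel score of -0.004 (others 0.071 to 0.085) and a level of -3.269 for Agt (others -2.358 to -2.308), and MS replicate 4 with 4.071 for Ntsr2. Among controls, replicate 4 stood apart with 4.386 for Mag and 0.484 for Cspg4, replicate 3 with -2.210 for Angpt2, replicate 2 with 3.176 for Ctss and replicate 1 with -0.778 for Pdgfrb.

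Medium spiny neuron genes ranked higher in MS mice while genes of pallidal and hypothalamic neurons and subcortical astrocytes ranked lower in limma's camera, but with an estimated correlation all of these calls were lost (adjusted p = 0.260, 0.227, 0.254 and 0.135 in that order). Each row of the slide held 2 arrays of each group, so a row effect alone could not make this pattern, and the medium spiny neuron and pallidal scores kept their sign within both rows, while the 1 probe called with and without the row as a block is too few to tell. A different share of tissue around the nucleus accumbens in the punches may account for it, since the pallidal genes outside the list of the study had a median difference of -0.54, but the exact permutation p was 0.0571 for them and for the medium spiny neuron score, and the test does not settle it. The control array with the most probes above background, replicate 4, may add to it. Without that array the medium spiny neuron score differed by 0.218, which is 65.0% of the full difference. The operant task and fasting before sampling, which the paper raises as limits, were not tested as causes. Relatedness of mice that share the first part of their number, whose meaning is not given in the sources used here, cannot be told apart from the effect of MS, since the MS mouse sharing it with no other lay nearer the controls for medium spiny neurons (0.0026, other MS mice 0.223, controls -0.168) and hypothalamus, but with the other MS mice for pallidum (-0.711, others -0.386, controls 0.467) and subcortical astrocytes (-0.448, others -0.518, controls 0.5003), the control mouse sharing it with no other lay nearer the controls in all 4 lists (-0.132 for medium spiny neurons and 0.134 for hypothalamus), and an effect of MS on these cells stays open and untested.

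The number of probes past the threshold was set against other splits of the 8 mice into groups of 4. Only 1 of the 35 splits, the real one, called as many as 1 probe, and the highest other split called 0 in limma, where the unadjusted counts of p under 0.05 were 4654 for the real split and 841 to 2849 for the others. With a variance trend and robust moderation, 1 of 35 splits called as many as the real 504, and the highest other called 1. A share of 1 in 35 is the smallest that this design allows, and 1 probe against 0 is too few, and the other count too late a choice, to exclude chance firmly. If mice sharing the first part of their number are related it cannot be excluded at all, since only 1 other split keeps those mice together, and it called 0 probes in limma (2430 with unadjusted p under 0.05).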

How the results depend on the processing

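The deposited table with all of its probes was chosen only after the data were seen, and the other alternatives were planned. The counts of probes and genes moved most. Against 1 probe (0 higher, 1 lower, 1 gene), the probes past the threshold, with those higher, those lower and the genes, were 484, 91, 393 and 370 with normexp, 81, 5, 76 and 64 with median scaling, 113, 10, 103 and 85 for probes well above background on all 8 arrays, 375, 70, 305 and 288 with the deposited table, 375, 69, 306 and 287 with all of its probes, 443, 88, 355 and 312 with the first part of the animal number as a random block, 77, 7, 70 and 62 with array weights, and 504, 114, 390 and 380 with a variance trend and robust moderation. They were 0, 0, 0 and 0 in limma without a filter (4850 probes with unadjusted p under 0.05) and with the slide column as a block (4080). The column block leaves fewer degrees of freedom for the error. Quantile normalization and the slide row as a block gave 1 probe, as did a threshold of 0.01, while a threshold of 0.10 gave 237. The mean over the probes of a gene gave 9 genes. The correlation within the random block was -0.114, and a negative value makes that test less strict. The cause of the other moves was not tested. Of the 375 probes called on the deposited table, 375 had the same direction in the fit reported here and 194 an adjusted p under 0.10, and 317 were shared with the 504. Lhx5 had a log2 difference of -0.68 with normexp and -0.92 in the deposited table, where the background is not subtracted. With normexp the difference was also smaller by more than 1.5 times for Fezf2 (0.17), C1ql1 (-0.35), Prlr (-0.94), Drd3 (0.24), Hcrtr1 (-0.69), H2-M3 (-0.41) and Kdm5d (0.04), and in the deposited table it was 0.29 for Fezf2, -0.99 for Sostdc1, -1.12 for Prlr and -0.60 for Grin2d. Leaving out 1 mouse gave 0 to 37 probes, 0 to 1 higher, 0 to 36 lower and 0 to 30 genes, with 37 without control replicate 3 and 0 in limma without control replicate 2 or MS replicate 1, 2 or 4, where 3861 to 4582 probes had unadjusted p under 0.05. For gene lists with all mice kept, 334 of the values under other settings kept direction and side of the threshold. A call was lost in 20 and gained in 10, and 4 were counted as turned. Without a filter on dim probes the adjusted p-values of the lists equalled those of the fit reported here, so that setting is no separate check. With an estimated correlation the calls were lost for medium spiny neurons (adjusted p = 0.260), pallidum (0.227), cholinergic neurons, hypothalamus, astrocytes, oligodendrocyte precursors, immediate early and GABA genes (0.254 each), subcortical astrocytes (0.135), oligodendrocytes (0.506), microglia (0.474), MHC class I (0.227) and glutathione (0.0758). With fry they were lost for medium spiny neurons (0.0780), oligodendrocytes (0.255), microglia (0.173) and immediate early genes (0.0677). The glucocorticoid list (0.610) was counted as turned, with a mean difference of -0.0209 against a camera direction of higher. The direction given by fry itself is not reported, and the list was called by neither test. Without the genes of the study, pallidum (0.127) and GABA (0.219) were lost, and glutamate (0.219) and opioid (0.521) turned. With the mean over probes GABA was lost (0.0629) and interneurons (0.0216) and blood vessels (0.0472) were gained. Normexp gained blood vessels (0.0260), choroid plexus (0.0271) and dopamine (0.0179) and turned housekeeping (0.879), the deposited table gained blood vessels (0.0417), choroid plexus (0.0309) and dopamine (0.0215), and median scaling gained interneurons and choroid plexus (0.0478 each). With 1 mouse left out the adjusted p ranged from 0.0359 to 0.435 for interneurons, 1.33e-04 to 0.0642 for microglia (lost without control replicate 3), 0.0396 to 0.180 for blood vessels, 0.0305 to 0.690 for choroid plexus, 0.152 to 0.623 for blood cells, 0.00270 to 0.0797 for GABA (lost without MS replicate 1) and 0.269 to 0.960 for housekeeping genes. Interneurons were gained without control replicate 4 or MS replicate 4, blood vessels without control replicate 2 or MS replicate 2, and choroid plexus without control replicate 1. The score difference ranged from -0.113 to 0.211 for cortical neurons, -0.204 to 0.0738 for blood cells, -0.0196 to 0.0871 for dopamine and -0.0394 to 0.0136 for housekeeping genes. Mbp had a difference of 0.071 with the mean over probes, and with 1 mouse left out Hbb-b2 ranged from -0.274 to 0.034, Hbb-bt from -0.217 to 0.116 and Uty from -0.051 to 0.194. Without control replicate 3, Ache, Sparc, Itih3, Etnppl and Grin2d passed the threshold. No scaling moved the median difference of all probes by more than 0.0412. Dim probes are limited by the signal over background, and between 57.3% and 69.7% of probes were well above it. No paired analysis was possible by animal, because the mice of the groups share no number, while the slide column as a block, which pairs 1 array of each group by position, is given above.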

Other observations

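No test in this part was chosen after the result was seen, except the deposited table with all of its probes. Peptide systems of reward and feeding were not called as a list by limma's camera, although some members had large differences. The mixed test of fry, for change in either direction, gave this list an adjusted p of 0.00332. Of 25 opioid and feeding peptide genes 15 were lower in sign (limma's camera adjusted p = 0.567), and 0 passed over all probes, while 1 was higher and 4 lower adjusted over the list alone, all of them in the list of the study and not independent evidence. The nociceptin receptor Oprl1 differed by -0.58 (SE 0.10) and the orexin receptor Hcrtr1 by -1.15 (SE 0.22), while Trhr, the receptor of thyrotropin-releasing hormone, differed by 0.57 (SE 0.13). Other lists not called by camera also passed fry's mixed test. Their mixed adjusted p was 0.00154 for glutamate, 0.0107 for dopamine, 0.00123 for interneurons, 0.00154 for blood vessels, 0.00146 for choroid plexus and 0.0152 for glucocorticoid genes. It was 0.073 for septum, 0.433 for cortical neurons, 0.828 for blood cells, 0.115 for housekeeping and 0.923 for sex-linked genes, which did not pass. Of 17 genes of the glucocorticoid response and CRH system 9 were higher in sign, with a median of 0.06, a mean of -0.02 and a camera direction of higher (adjusted p = 0.536). Crh, which encodes corticotropin-releasing hormone, differed by -1.22 (SE 0.30) and was the 1 member lower adjusted over the list alone. Crh is in the list of the study and is not independent evidence. Klf9 and Per1 differed by 0.35 (SE 0.12) and 0.29 (SE 0.12) and did not pass.

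Some members of other lists were also examined. Septal Zic1 differed by -0.64 (SE 0.18) and Crhr2 by 0.32 (SE 0.15, and 0.21 without MS replicate 1), and the pericyte marker Rgs5 differed by 0.23 (SE 0.06). The cortical marker Fezf2 differed by 0.53 (SE 0.22). The choroid plexus gene Prlr differed by -1.73 (SE 0.65). None of these passed the threshold of limma. The first principal component held 27.6% of the variance, with controls from -46.3 (replicate 4) to -9.06 and MS mice from 9.31 to 28.1. Array weights were lowest in control replicate 4, at 0.668, and highest in control replicate 1, at 1.44.

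The number of probes past the threshold here was 1, with 1 lower and 0 higher in limma, where 4654 probes had an unadjusted p under 0.05. That is lower than the value quoted from the study above. On the deposited values with all of their probes, limma called 375 probes, 306 lower and 69 higher.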
